# Identification of Conserved and Novel MicroRNAs during Tail Regeneration in the Mexican Axolotl

**DOI:** 10.3390/ijms160922046

**Published:** 2015-09-11

**Authors:** Micah D. Gearhart, Jami R. Erickson, Andrew Walsh, Karen Echeverri

**Keywords:** axolotl, regeneration, microRNAs

## Abstract

The Mexican axolotl salamander (*Ambystoma mexicanum*) is one member of a select group of vertebrate animals that have retained the amazing ability to regenerate multiple body parts. In addition to being an important model system for regeneration, the axolotl has also contributed extensively to studies of basic development. While many genes known to play key roles during development have now been implicated in various forms of regeneration, much of the regulatory apparatus controlling the underlying molecular circuitry remains unknown. In recent years, microRNAs have been identified as key regulators of gene expression during development, in many diseases and also, increasingly, in regeneration. Here, we have used deep sequencing combined with qRT-PCR to undertake a comprehensive identification of microRNAs involved in regulating regeneration in the axolotl. Specifically, among the microRNAs that we have found to be expressed in axolotl tissues, we have identified 4564 microRNA families known to be widely conserved among vertebrates, as well as 59,811 reads of putative novel microRNAs. These findings support the hypothesis that microRNAs play key roles in managing the precise spatial and temporal patterns of gene expression that ensures the correct regeneration of missing tissues.

## 1. Introduction

Regeneration is defined as the regrowth or restoration of lost tissue. Mammals, unfortunately, have very limited regenerative wound healing capacities, addressing only small portions of liver, peripheral nerve damage and muscle through abilities that decline markedly with age. Salamanders, however, stand as the champions in this field, able to regenerate with full structural accuracy and functionality a long list of complex body parts including, but not limited to, limbs, tail, spinal cord, and portions of the heart [1,2,3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18,19,20,21,22]. These remarkable regenerative capacities have been studied for many years and more recent technological advances have begun to enable the identification of underlying molecular effectors and pathways. However, the regulatory circuitry that orchestrates these responses remains largely unknown.

Transcriptional profiling has revealed that many genes involved in basic limb and spinal cord development are actually reused, if and when those structures are regenerated [23,24]. These studies also confirmed that many of these developmental genes used by salamanders during regeneration show clear evolutionary conservation with those active during mammalian development. While these findings have supported the hypothesis that regeneration largely recapitulates specific portions of corresponding developmental processes, the key question of exactly how these events are reconfigured to be precisely adapted to the regenerative context remains open. Furthermore, the fact that some of the effector genes involved are conserved in mammals without conferring fully functional regenerative abilities indicates that important differences remain elsewhere, thus begging a closer examination of upstream regulatory molecules and mechanisms.

In this context, microRNAs represent strong candidates as important, possibly essential, regulators of regeneration pathways. Many microRNAs are highly conserved across metazoans and have been shown to be critically important in regulating both differentiation processes during development, and the subsequent maintenance of differentiated states in many cell types, including muscle, neurons, and skin [25,26,27,28,29,30,31,32,33,34]. Not surprisingly, then, differential expression of microRNAs has also been shown to be involved in many different types of cancer, emerging as valuable diagnostic tools for several different diseases [35,36,37,38,39,40].

More recently, microRNAs have been identified as playing important roles in regeneration across multiple different model systems. In zebrafish, miR-133 has been implicated in balancing the proliferation of blastema cells by regulating its target Mps1 kinase, thereby exerting a key role during fin and heart regeneration [41,42]. The transcription factor lef1, known for its role in Wnt signaling, which, itself, is centrally involved in zebrafish fin regeneration, has been shown to be regulated by miR-203 [43]. Additional examples of microRNA regulatory roles have also emerged in spinal cord and retinal regeneration in zebrafish [44,45,46,47,48].

In salamanders (newts and axolotls, the most studied in the regeneration field), microRNAs have also been shown to be involved in several different forms of regeneration. The let-7 family is critical for newt lens regeneration [37,39,49]. miR-128 was identified to play multiple roles in newt heart regeneration, including regulating non-myocyte hyperplasia and deposition of extracellular matrix [50] While miR-21 is involved in axolotl limb regeneration [51], let-7 has also been identified to be involved in axolotl tail and spinal cord injury regeneration and miR-196 is important in patterning the tail during regeneration [7,52,53].

Despite the fact that several interesting studies have emerged in recent years outlining the role of microRNAs in various regeneration paradigms in axolotl, we are still missing a more comprehensive survey of axolotl microRNAs. Particularly, an assessment of their degree of conservation with other vertebrates. To address this gap in knowledge we performed deep sequencing of small RNAs (less than 100 bps) in regenerating tail blastema *versus* control mature tail tissue. This approach allowed us to identify conserved microRNA families and also to identify putative novel microRNAs that we found especially enriched in the blastema sample. This study expands our knowledge of potential key regulators of gene expression during regeneration of highly conserved microRNAs but also identifies novel regulators that may be key evolutionarily distinct controllers of cells’ response to injury.

## 2. Results

### 2.1. Identification of Conserved MicroRNAs in Regenerating Tail Tissue

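The data come from 2 small RNA libraries of the Mexican axolotl, 1 per condition: a control library of uninjured tail tissue and a library of tail tissue at 3 days post injury, when a blastema, the mound of undifferentiated cells that replaces the lost tail, is present. Tissue from 20 mature animals was pooled. The libraries were sequenced on the Illumina Genome Analyzer, and the paper gives a depth of 17878944 reads for the control and 21685056 reads for the blastema. The authors trimmed the adapters and the low-quality ends, mapped the reads to mirBase 21, a database of microRNA sequences of many species, and counted the reads of each entry. The deposited tables hold these counts, without normalization, and the counts of the sequences that did not map, and 1 of them also holds values that the authors normalized and log2 fold changes from these. The counts sum to 12613931 reads for the control library, which is 70.6% of the stated depth, and to 9952885 reads for the blastema library, which is 45.9%. Each known entry and unmapped sequence listed had at least 6 reads over both libraries, and none with fewer is listed. Shares of reads use the sums of the deposited counts as their total unless another total is stated. They are thus not shares of all reads sequenced. A known microRNA is taken here as all mirBase entries of any species with the same family label in the deposited table, such as let-7a. The paper's text does not say how a read that matched several entries was counted, so reads of near-identical microRNAs, such as miR-1, miR-1a and miR-1b, can be split between labels. With 1 library per condition there is no replicate error and no test of the condition. Each share has its Wilson 95% interval, and each log2 ratio of blastema over control, computed with 0.5 read added to each count, has an interval from the counting error. Both cover counting error only. A count of 0 allows a share of up to 2.38e-05% in the control and 3.01e-05% in the blastema. All 119622 counts of the unmapped sequences are even numbers, while 2631 control counts and 3065 blastema counts of known entries are odd. The authors grouped unmapped sequences into families, which the paper names miR-pn, and the intervals of these families are therefore also given with each count divided by 2. The ratios also depend on the total that is used, since the muscle microRNAs miR-1, miR-133, miR-206, miR-208 and miR-499 held 67.4% of the control reads and 14.3% of the blastema reads. Over the 197 known microRNAs with at least 1000 reads over both libraries, the median log2 ratio was 2.08. Scaling to the depth the paper states adds -0.62 to every log2 ratio, scaling to known reads only adds 0.19, leaving the muscle microRNAs out of the total adds -1.39 and edgeR's TMM factors add -2.14.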

In order to identify differentially-expressed microRNAs during regeneration we constructed two microRNA libraries: one from mixed tail tissues that have never regenerated (uninjured tail) and the second from an amputated tail three days post injury, a time point at which a distinguishable blastema has formed (Figure S1). Reads, 20–22 nucleotides in length, from each sample were mapped to known microRNA sequences present in mirBase 21, allowing up to two mismatches. This strategy identified 4564 conserved microRNA families (Figure 1A, Table S1).

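The deposited table lists 9277 mirBase entries with reads, under 184 species prefixes. These entries carry 4563 distinct family labels, and the label given to all unmapped sequences brings the number of distinct labels to 4564. Of the 4563 labels, 4031 come from entries of 1 species prefix only and 532 from entries of 2 or more. Reads were found in both libraries for 3473 labels, in the blastema only for 1065 and in the control only for 25. The reads were concentrated on few labels. The labels with at least 1000 reads over both libraries held 99.7% of the known reads of the control and 98.3% of those of the blastema, while 2944 labels had at most 20 reads over both. When at least 8 reads in either library were required, 3177 labels were left. When the 9277 entries were counted by name without the species prefix there were 5309 names, and by microRNA number and letter only there were 4416.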

We then validated expression of these known microRNA families using quantitative RT-PCR and in addition examined the dynamics of these microRNAs through the course of regeneration. Let-7a is a microRNA well-characterized to be involved in maintenance of the undifferentiated state in other model systems [38,39,54,55,56]. In axolotl tissue we see that let-7a is significantly upregulated in the early blastema tissue (Figure 1A). 

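Reads of let-7a numbered 386281 in the control library, a share of 3.06% (95% interval 3.05 to 3.07), and 434169 in the blastema library, a share of 4.36% (4.35 to 4.37). The log2 ratio was 0.51, with a counting-error interval of 0.50 to 0.52. The share was higher in the blastema for all 40 mirBase entries of let-7a. The log2 ratio was below the median of the abundant known microRNAs, of which 8.63% had a lower one. The direction depended on the scaling. With the depth stated in the paper the log2 ratio was -0.11, with the muscle microRNAs left out of the total it was -0.88 and with TMM it was -1.63, while it was 0.70 with known reads only. The authors' log2 fold change in the deposited table, which is from values they normalized and not from the counts, is below 0 for 37 of the 40 entries, with a median of -0.41. The paper states that let-7a was upregulated and cites Figure 1A, which shows fractions of reads. It also reports a rise of let-7a at 3 days post injury by qRT-PCR (Figure 1B), which was not analysed here.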

Its expression levels remain high during the early time points when it is known that a lot of cell proliferation occurs in the tail blastema and then its levels, although still elevated, begin to return to homeostatic levels by 14 days post injury when the cells in the blastema differentiate to replace lost structures (Figure 1B) [4,57].

miR-206 is an example of a microRNA that is found by deep sequencing to be downregulated in the early blastema (Figure 1A). 

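miR-206 had 1774460 reads in the control library and 340687 in the blastema library. Its share fell from 14.1% (95% interval 14.0 to 14.1) to 3.42% (3.41 to 3.43). On the log2 scale the ratio was -2.04 (-2.04 to -2.03), so that the share was 4.11 times as large in the control. The difference was larger than the counting error. It kept its direction under each of the 4 other scalings, from -1.85 with known reads only to -4.18 with TMM. The mirBase entry chi-miR-206, which had the most reads of miR-206, gave -1.96. The share was lower in the blastema for 29 of the 32 entries of miR-206 and higher for 3. In the authors' deposited table the log2 fold change is below 0 for 31 of these entries, with a median of -2.19.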

We also validated this by qRT-PCR and show that it is downregulated three days post injury, but the levels increase again by seven days post injury. miR-206 has been characterized in other models to be highly expressed in muscle [35,36,58,59,60,61,62,63]. This early downregulation we see in axolotl may suggest that it plays a role in differentiation of cells in response to injury and its increase in expression seen by seven days post injury may indicate a time point at which cells in the blastema become specified again (Figure 1C).

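miR-21 had 30904 of the control reads and 549905 of the blastema reads. These are shares of 0.245% (95% interval 0.242 to 0.248) and 5.53% (5.51 to 5.54), and by the number of reads miR-21 ranked 19 among the known microRNAs in the control and 4 in the blastema. This is a log2 ratio of 4.50 (4.48 to 4.51), or a 22.6-fold larger share in the blastema. Only 3 of the abundant known microRNAs had a larger log2 ratio. The lowest value under the other scalings was 2.36, with TMM. The entry chi-miR-21-5p, which had the most reads, gave 5.60. The authors' deposited table gives a log2 fold change above 0 for 37 of the 41 entries, with a median of 2.38.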

miR-21 is an example of a microRNA that we found in very low abundance in the mature tissue library by deep sequencing but is highly enriched in the blastema sample (Figure 1A). By three days post-injury, miR-21 is highly upregulated and its levels stay high throughout the course of regeneration, just begin to return to homeostatic levels around day 14 (Figure 1D). miR-21 has previously been reported to be highly upregulated in the axolotl limb blastema where it regulated the levels of Jagged-1 [51].

**Figure 1:**
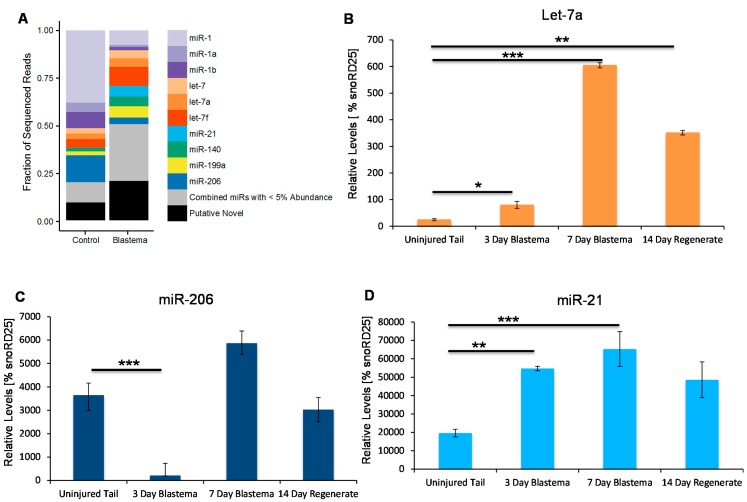
Deep sequencing of axolotl microRNAs. (**A**) Distribution of known and putative novel microRNA sequences in control tissue verses the three-day blastema. The fraction of reads that map to a known microRNA is shown for those microRNAs with at least 5% of the total number of sequenced reads. MicroRNAs present at less than 5% the total number of reads were collapsed into one category (gray portion). Putative novel microRNAs that did not map to mirBase 21 are also included in the total number of reads (black portion); (**B**) Quantitative RT-PCR analysis confirmed the deep sequencing data that let-7a is upregulated in the three day blastema and begin to return to basal levels by 14 days post injury (**C**) Quantitative RT-PCR analysis confirmed the deep sequencing data that miR-206 is downregulated in the three day blastema and returns to homeostatic levels by seven days post injury; and (**D**) Quantitative RT-PCR analysis confirmed the deep sequencing data that miR-21 is upregulated in the three day blastema, it stays elevated until seven days post injury and returns to basal levels by 14 days post injury. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

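Of the 10 known microRNAs named in Figure 1A, 7 reached 5% of the reads of the deposited table in at least 1 library. Besides miR-1, miR-206 and miR-21 these were miR-1b with 8.48% in the control and 1.81% in the blastema, let-7f with 4.46% and 10.3%, miR-199a with 2.22% and 6.03%, and miR-140 with 1.55% and 5.11%. let-7 had 2.85% and 4.26%, and miR-1a had 4.99975% and 0.983%. As shares of known reads only, let-7 reached 5.36% and let-7a 5.49% in the blastema. The log2 ratio was 1.20 for let-7f, 1.44 for miR-199a and 1.72 for miR-140. With TMM these 3 fell to -0.93, -0.69 and -0.42, and with the muscle microRNAs left out of the total they were -0.19, 0.0491 and 0.33. Each of these differences between the libraries was larger than the counting error.

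**Figure D1:**
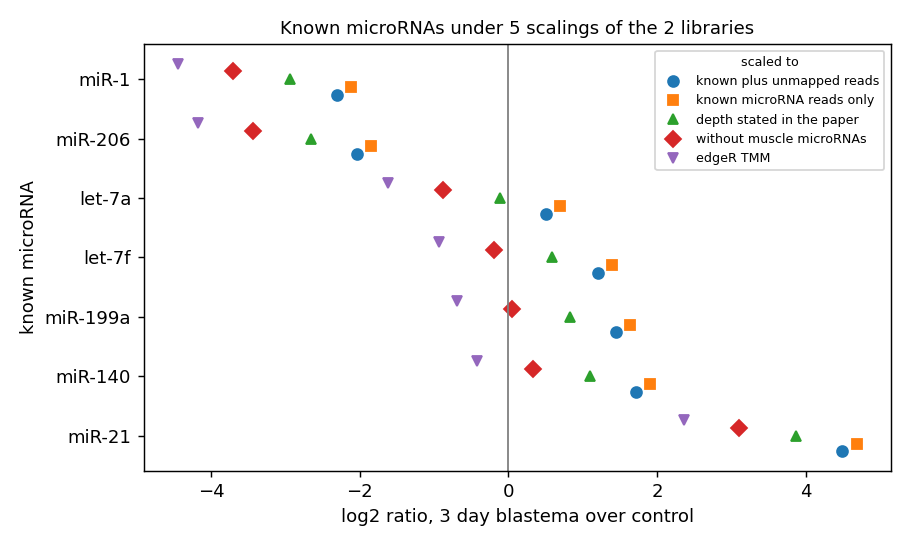
The log2 ratio of the share of reads in the 3 day blastema over the control is plotted for 7 known microRNAs, with 1 library per condition, and each symbol is 1 of 5 scalings. miR-1 and miR-206 lie below 0 and miR-21 lies above 0 under all 5, while let-7a, let-7f, miR-199a and miR-140 lie on both sides of 0.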

### 2.2. Identification of Putative Novel MicroRNAs Enriched in the Tail Blastema

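In the deposited counts, which list no sequence with fewer than 6 reads over both libraries, sequences that did not map to mirBase held 1183218 of the control reads and 2050950 of the blastema reads. Their share was 9.38% (95% interval 9.36 to 9.40) in the control and 20.6% (20.58 to 20.63) in the blastema, a log2 ratio of 1.14. Sequences of this kind numbered 39883 in the control and 48485 in the blastema. The direction depended on the total. With the muscle microRNAs left out of it, the share was 28.8% in the control and 24.1% in the blastema, a log2 ratio of -0.26. Leaving out miR-pn families with a partial homology to a muscle microRNA as well, chosen after seeing the data, gave 0.0767. With TMM the log2 ratio was -1.0. With the depth stated in the paper it was 0.52. The unmapped sequences include 295 that contain the 15 bases TACAGTCCGACGATC of the Illumina small RNA 5′ adapter, with 410 control reads and 171350 blastema reads. Without these, the share in the blastema was 19.2%.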

Analysis of the deep sequencing data also revealed a number of small non-coding RNA sequences that did not have homologies to other known microRNA.These putative novel microRNAs constitute a higher fraction of the total sequenced reads in the blastema sample than in the control sample (Figure 1A). 

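The 59811 unmapped sequences of the deposited table were 20 to 23 nucleotides long, and 9554 of them had 23. Of these sequences, 41233 are members of the 7785 families that the paper names miR-pn, and 18578 with at most 6 reads over both libraries are in no family. Each member of a family had at least 8 reads over both libraries, and 4859 members had no more than 7 in either. A family held a median of 3 sequences and at most 195, and 2179 families held 1. In all, the families hold 1142052 control reads and 1980648 blastema reads. The reads given for each family equal the sums over its member sequences.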

To identify novel microRNAs expressed at different levels in the two samples, we clustered highly similar sequences into families and enumerated reads from each family present in the control and blastema samples (Table S2). To confirm the differential regulation of a subset of these putative novel microRNA families (Table S2) qRT-PCR primers were designed and the expression pattern was quantified over the course of tail regeneration.

We used qRT-PCR analysis to verify the deep sequencing data (Figure 2B and Figure 3A and data not shown). *Amex*-miR-pn2533 was in accordance with the deep sequencing data found to be enriched in the early blastema; however, its levels quickly return to basal levels by seven days post injury. This suggests that this microRNA may play a role in suppressing genes involved in maintenance of the differentiated state. 

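The family Amex-miR-pn2533, whose most common sequence is CCACGCAGGGATGTGGCTTT, had 98 reads in the control library and 1908 in the blastema library. The share of each of its 13 sequences was higher in the blastema, and 6 of them had no control read. This gives a log2 ratio of 4.62, with a counting-error interval of 4.33 to 4.91, or 4.20 to 5.03 with each count divided by 2. It stayed above 0 under each scaling, with a lowest value of 2.48 for TMM. Over the 6846 miR-pn families with at least 10 reads over both libraries the median log2 ratio was 2.61, and 77.1% of them had a smaller log2 ratio than pn2533. For the most common sequence alone, the authors' deposited table gives a log2 fold change of 3.68.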

A second putative novel microRNA, *Amex*-miR-pn3918 that we investigated more deeply is also found enriched in the blastema (Figure 2A) and also returned to homeostatic levels by seven days post injury (Figure 3A). 

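Amex-miR-pn3918 (GGCTTCAAGGATCGCTCGGGCA) had 374 control reads and 1208 blastema reads over 16 sequences, of which 15 had a higher share in the blastema. Its log2 ratio was 2.03 (1.86 to 2.20, or 1.80 to 2.27 with each count divided by 2). Relative to the median of the miR-pn families it was -0.58, and 37.6% of the families had a smaller one. With the muscle microRNAs left out of the total the log2 ratio was 0.64. With TMM it was -0.10 (-0.27 to 0.06, or -0.34 to 0.13 with each count divided by 2), an interval that includes 0. The log2 fold change of the most common sequence in the authors' deposited table is 1.19.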

Using *in situ* hybridization we found that this microRNA is not expressed in mature uninjured tissue (Figure 3B) but is expressed in many cell types during the early phases of regeneration, including skin cells, blastema cells, and neural stem cells (Figure 3C).

**Figure 2:**
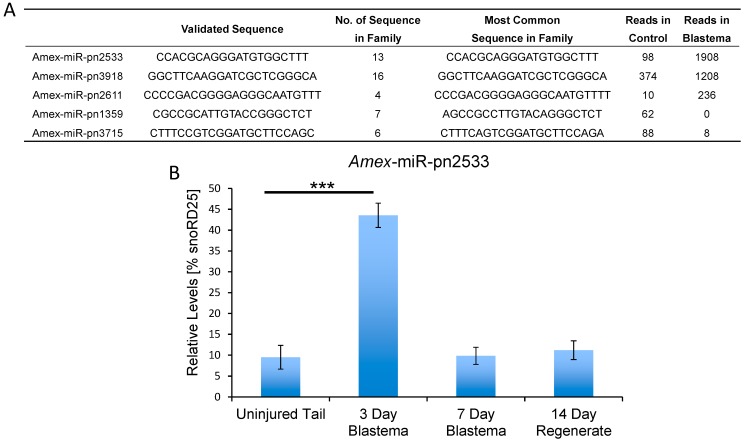
Identification of putative novel microRNAs in axolotl. (**A**) Table of putative novel microRNAs found in axolotl but not in other invertebrate or vertebrate species. The first three microRNAs are enriched in the blastema. The last two microRNAs listed are found in mature tissue but not at significant levels in the blastema. The table shows validated sequences, the number of sequences in the family and the number of reads found in the mature tissue *versus* the three-day blastema; and (**B**) Quantitative RT-PCR analysis confirmed the deep sequencing data that *Amex*-miR-pn2533 is upregulated in the 3 day blastema and returns to basal levels by seven days post injury (*** *p* < 0.001).

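The third of these families, Amex-miR-pn2611 (CCCGACGGGGAGGGCAATGTTTT), had 10 reads in the control and 236 in the blastema, over 4 sequences. Blastema over control gave a log2 ratio of 4.84, and the small control count gave a wide interval of 3.94 to 5.73, or 3.57 to 6.10 with each count divided by 2. One member, CCCGACGGGGAGGGCTAATTATT, held 8 of the control reads and had 6 blastema reads, and its share was lower in the blastema. The other scalings gave log2 ratios from 2.70 to 5.03.

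**Figure D2:**
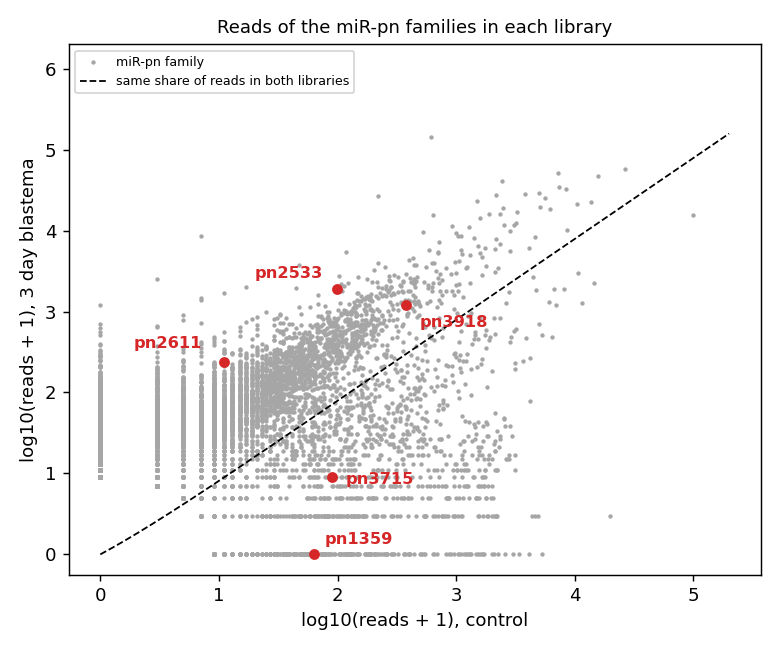
Reads of the 7785 miR-pn families in the control library (horizontal axis) and the 3 day blastema library (vertical axis), each as log10 of the reads plus 1. Each grey point is 1 family, the 5 families of Figure 2A are marked in red, and the dashed line is the same share of reads in both libraries. pn2533, pn2611 and pn3918 lie above the line, and pn1359 and pn3715 lie below it.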

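Amex-miR-pn1359 (AGCCGCCTTGTACAGGGCTCT) had 62 control reads over 7 sequences and 0 blastema reads, a share at least 16.3-fold lower in the blastema, or at least 8.15-fold with each count divided by 2. The authors' deposited table of families lists a partial homology of pn1359 to miR-103 and miR-107. Amex-miR-pn3715 (CTTTCAGTCGGATGCTTCCAGA) had 88 control reads and 8 blastema reads over 6 sequences, a log2 ratio of -3.04 (-4.05 to -2.02, or -4.47 to -1.60 with each count divided by 2). The share was lower in the blastema for 5 of the 6 sequences. The sequence listed as the most common of the family had 4 reads in each library, and its share was thus higher in the blastema. By the counts it is not the most common, since CTTTCCGTCGGATGCTTCCAGC had 34 control reads and 2 blastema reads. The log2 fold change of the listed sequence in the authors' deposited table is -1.38. The partial homology of pn3715 in the table is to members of miR-30. Over the first 21 bases, the length of the shortest member, the sequences of pn1359 are 5 distinct ones and those of pn3715 are 4. Each family becomes 1 sequence once A and C are read as the same letter, and no other pair of letters does this. Both families were lower in the blastema under each scaling.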

**Figure 3:**
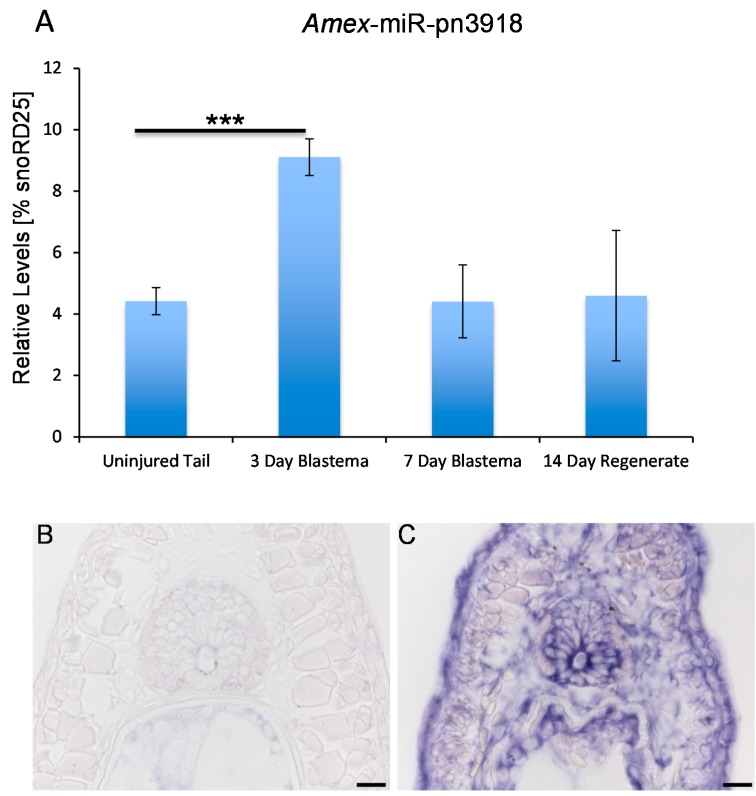
*Amex*-miR-pn3918 is upregulated in the tail blastema. (**A**) Quantitative RT-PCR analysis confirmed the deep sequencing data that *Amex*-miR-pn3918 is upregulated in the three day blastema and returns to basal levels by seven days post injury (*** *p* < 0.001); (**B**,**C**) *In situ* hybridization shows that *Amex*-miR-pn3918 is upregulated in cells distal to the plane of amputation, (**B**) is a section proximal to the plane of amputation, no positive staining is observed; and (**C**) Is a section distal to the plane of amputation; skin, radial glial, and blastema cells show positive purple staining for *Amex*-miR-pn3918 probe, *n* = 10, Scale bar = 50 µm.

To investigate the role this microRNA may be playing during regeneration we designed and microinjected a chemically-synthesized inhibitor of this microRNA that prevents the microRNA from binding to its target genes, into the early blastema. Inhibition of this microRNA resulted in an abnormal tail to be regrown with defects in the tail structures (Figure 4A,B). Whole-mount staining revealed that in the inhibitor-injected animals, a terminal vesicle-like structure remained at the end of the spinal cord (Figure 4C,D). The terminal vesicle is a transient structure that forms at the end of the spinal cord 3–4 days post injury; this zone is remodeled in the control animals by 7–10 days post injury (Figure 4C,D). In addition we found a defect in axonal regeneration in the inhibitor *versus* control animals. Whole-mount β-III tubulin staining revealed that fewer axons regenerated into the tail region in the inhibitor injected animals (Figure 4E,F). In the future it will be interesting to determine if this defect in axon regeneration is due to a lack of axon guidance molecule expression or due to a lack of proliferation of neural stem cells that differentiate into neurons to replace the lost neurons. To confirm that the inhibitor did in fact change the levels of *Amex*-miR-pn3918 qRT-PCR was performed on inhibitor-treated animals and showed that the levels were reduced (Figure 5); however, there is still some lower level expression of the microRNA, probably due to the fact that not all cells received the inhibitor. To ensure that the inhibitor was specific to *Amex*-miR-pn3918 we also quantified the levels of other microRNAs that differentially change in the three day blastema and found that their dynamics remained the same and were unaffected by inhibiting *Amex*-miR-pn3918 (Figure S2).

**Figure 4:**
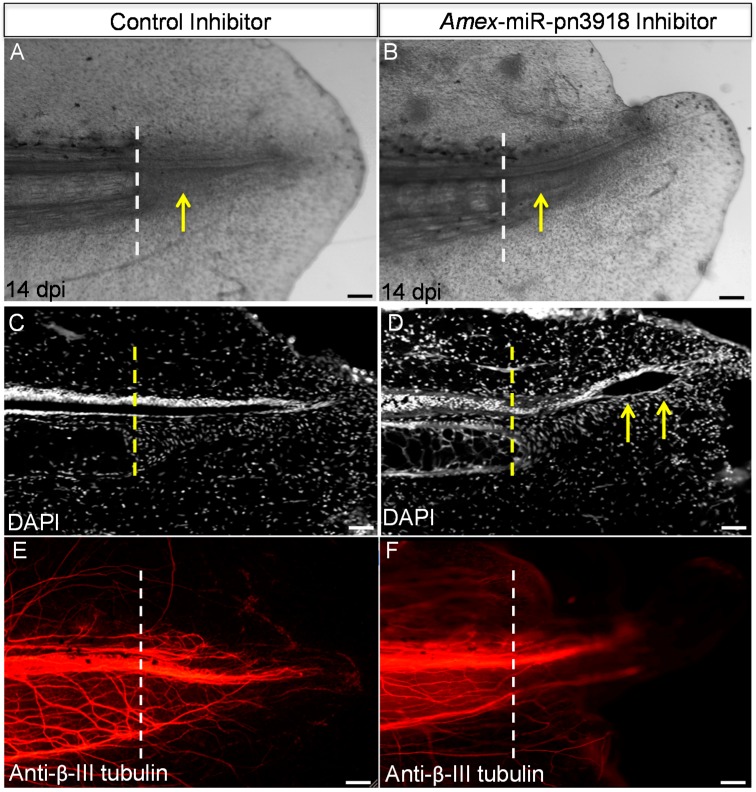
Inhibition of *Amex*-miR-pn3918 causes defects in tail regeneration injection of a control *versus* synthetic inhibitor of *Amex*-miR-pn3918 led to defects in skin regeneration (**A**,**B**). In addition defects in regeneration of the neural tube were visible, a terminal vesicle (yellow arrows) like structure was still present in the *Amex*-miR-pn3918 inhibitor animals 14 days post injury, but was no longer present in the controls (**C**,**D**). In addition, whole mount β-III tubulin staining revealed less axons to have regrown in the inhibitor treated animals (**E**,**F**). The dashed line in all panels indicates the original plane of amputation. Arrows in (**A**,**B**) indicate the regenerate, while in (**D**) arrows indicate the terminal vesicle structure still present. Control *n* = 10, Inhibitor *n* = 15. Scale bar = 100 µm.

**Figure 5:**
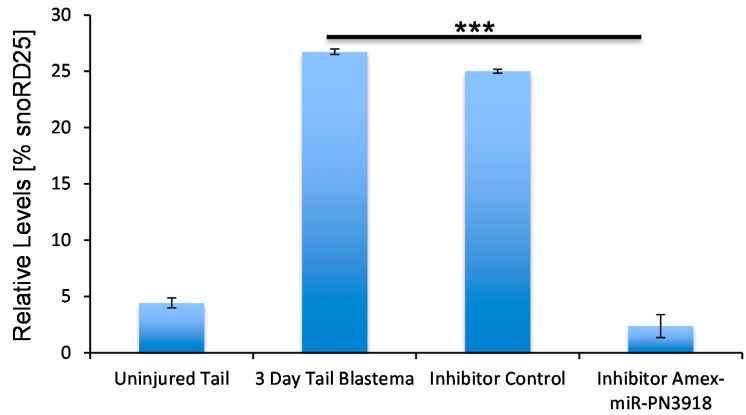
Quantitative RT-PCR analyses confirmed that the Amex-miR-pn3918 inhibitor significantly reduced the levels of Amex-miR-pn3918 in the three-day blastema. (*** *p* < 0.001).

## 3. Discussion

This study is the first transcriptome analysis of microRNAs during axolotl tail regeneration. We identified 4564 conserved microRNA families from mature uninjured and three day regenerating tail tissue. Using qRT-PCR we confirmed the expression patterns for some of these conserved microRNAs initially identified from the deep sequencing data. We found that let-7a, a microRNA that has been implicated in maintaining cells in an undifferentiated state in many other model systems, especially in stem cells is found to be highly enriched in the three day blastema, peaking at its highest level in the seven-day blastema and returning to homeostatic levels by 14 days post injury (Figure 1A,B) [37,38,39,47,49,50,54,55,56]. This increased expression level in blastema cells corresponds to the time at which blastema cells are proliferating. It will be interesting to determine in the future if it is playing a role in maintaining blastema cells in an undifferentiated state.

Another conserved microRNA that we analyzed in more detail is miR-206, whose levels decrease in the early blastema in comparison to the uninjured tissue. This is a result we would expect as miR-206, like miR-1 whose levels also decrease in the early blastema, is a member of a microRNA family that is involved in maintaining muscle fibers in a differentiated state [35,36,58,59,60,61,62,63]. 

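miR-1 had 4785434 control reads and 760174 blastema reads, which are shares of 37.9% (95% interval 37.91 to 37.96) and 7.64% (7.62 to 7.65). The log2 ratio was -2.31 (-2.32 to -2.31) and it was below 0 for each of the 74 entries of miR-1. The other scalings gave values from -2.12 with known reads only to -4.45 with TMM. miR-1a, miR-1b and miR-1c, which differ little from miR-1 in sequence and can share its reads, had log2 ratios of -2.35, -2.23 and -2.25. Over the 16 labels of the muscle microRNAs with at least 10 reads over both libraries, the median log2 ratio was -1.88. It was below 0 beyond the counting error, and under each scaling, for 14 of them. The others were miR-208, with 16 control reads and 20 blastema reads (0.65), and miR-208b, with 69 and 54 (-0.01), and both intervals include 0. The median of 10000 random lists of known microRNAs matched on abundance lay between 0.97 and 3.31. The labels of the muscle microRNAs can share reads, while those of a random list were drawn independently, so the random lists can vary too little. The comparison describes these libraries and is no test of the condition.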

The blastema is made up of a mound of proliferating undifferentiated cells and, therefore, no markers of differentiated muscle have been found in the blastema. Therefore, we would expect to see very low levels of miR-206 or miR-1 in the blastema, as we have seen from our deep sequencing results (Figure 1A,C).

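By the number of reads, miR-1 ranked 1 among the known microRNAs of the control and 2 in the blastema, where only let-7f, with 1021519 reads, had more. Ranks are of single family labels. The reads of both miR-1 and let-7 are split over several labels, so ranks can depend on this split. miR-206 ranked 2 in the control and 8 in the blastema. miR-133, another muscle microRNA, had 13051 reads in the control and 2811 in the blastema and ranked 28 and 109. Since markers of differentiated muscle have not been found in the blastema, the paper reasons that miR-206 and miR-1 should be very low there, and it states that this was seen by deep sequencing (Figure 1A).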

In addition, to identify a large number of conserved microRNAs we also identified a significant number of microRNAs that were not found by bioinformatics analysis to be present in any other genomes: these we have termed putative novel microRNAs (mir-pnXXX). 

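A partial homology to a mirBase sequence is listed for 1588 of the 7785 families, which is 20.4%, and none for 6197. The families with a partial homology held 53.2% of the family reads of the control and 29.2% of those of the blastema. The families without one held 534112 control reads and 1402046 blastema reads, or 4.23% and 14.1% of all reads of the deposited tables. The largest family in the blastema library, amex-miR-pn536, contains the bases of the 5′ adapter in its most common sequence AGTTCTACAGTCCGACGATC and had 608 control reads and 141352 blastema reads.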

As technology advances, and more sequence data from other model systems becomes available, we expect that these “putative novel microRNA” sequences may be found in other species. Many of these sequences were found to be enriched in the blastema tissue (Figure 2, Table S2), suggesting a potential important role for these in regeneration. 

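Of the 6846 miR-pn families with at least 10 reads over both libraries, 5144 had a share at least 2-fold higher in the blastema and 1116 at least 2-fold lower. With at least 100 reads there were 2774 families, of which 1859 were higher and 704 lower. Of the families with at least 10 reads, 1305 had no control read and 296 had no blastema read. Among those without a partial homology, 82.7% were at least 2-fold higher, against 48.7% of those with one. With TMM, 2677 families were at least 2-fold higher and 1771 lower. A higher share in the blastema was common to the known microRNAs also, of which 2605 of 3090 were at least 2-fold higher and 57 at least 2-fold lower. These numbers were 1442 and 236 with the muscle microRNAs left out of the total, and 834 and 558 with TMM. As a check of the 2-fold limit for counting error only, counts were simulated as independent reads from the real totals with 200 families changed 4-fold, which gave 195 of them past 2-fold in the right direction. Of the 6646 unchanged families, 372 were past 2-fold, and among the 2694 of these with at least 100 reads there was 1. Simulated with each read counted 2 times, 186 of the 200 changed families were past 2-fold in the right direction. Of the unchanged ones 927 were past 2-fold, 7 of them among the 2701 with at least 100 reads. From the families enriched in the blastema, the paper proposes a role for them in regeneration.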

We again used qRT-PCR to confirm the deep sequencing data. *Amex*-miR-pn2533 was found to be enriched by two days post injury in the blastema tissue in comparison to the control uninjured tissue and returned to normal levels by seven days post injury, again suggesting a possible role in suppressing genes involved in differentiation (Figure 2A,B). Another microRNA we found enriched in the blastema was *Amex*-miR-pn3918 (Figure 2A and Figure 3A,B). This microRNA shows similar dynamics to *Amex*-miR-pn2533, it is enriched in the early blastema and then returns to homeostatic levels at a time-point when cells in the blastema begin to differentiate. Using *in situ* hybridization, we found that several different cell types express this miR, including skin cells, radial glial cells, and cells in the blastema (Figure 3C). To further investigate the role of this microRNA during regeneration we injected a chemical inhibitor of the microRNA of interest into the early blastema. Control animals were injected with a control non-targeting inhibitor. Animals were examined 14 days post injury. In control animals a clear rod of cartilage was visible (Figure 4A,C), the neural tube had regrown (Figure 4C) and the axons had regrown into the regenerating tissue (Figure 4E). In comparison in the *Amex*-miR-pn3918 inhibitor injected animals defects were observed in the regrowth of the fin and of the neural tube (Figure 4C,D), a terminal vesicle-like structure was still visible in the Amex-miR-pn3918 animals. The terminal vesicle is a transient structure that is visible in the early stages of neural tube regeneration [7,53,57,64]. In addition, far fewer axons had regrown into the regenerating tail tissue and the shape of the fin structure had not returned to normal (Figure 4B,F). These multiple defects suggest that *Amex*-miR-pn3918 may target different genes in the different cell types in which it is expressed. It will be interesting in the future to elucidate the exact target of this microRNA in different cell types during regeneration.

In summary we have identified families of conserved and putative novel microRNA families in the axolotl during tail regeneration. We have verified our deep sequencing data using qRT-PCR for both conserved and putative novel microRNAs. In addition we have shown that one of these putative novel microRNAs has a functional role during regeneration, and perturbation of its normal expression levels leads to defects in the regenerate. Our findings open up new avenues in the study of the role of microRNAs in regeneration and will potentially uncover new regulatory circuitry essential for faithful regeneration in the future.

## 4. Materials and Methods

### 4.1. Animal Handling

All axolotls used in these experiments were bred at the Max Planck Institute of Molecular Cell Biology and Genetics (Dresden, Germany) or the University of Minnesota in accordance with the Institutional Animal Care and Use Committee (IACUC) No. 1411-32049A. Prior to all *in vivo* experiments animals (3–5 cm) were anesthetized in 0.01% *p*-amino benzocaine (Sigma, St. Louis, MO, USA). Tail amputations were performed using a sterile scalpel. Animals were placed in individual containers after surgery. Three days post tail amputation, a similar procedure was used to harvest the regenerating tissue, which was then frozen in liquid nitrogen.

### 4.2. Deep Sequencing of Axolotl MicroRNAs

Control and blastema samples were generated by pooling tail tissue from 20 mature axolotls that had either never regenerated or three days post injury. Total RNA was extracted with Trizol (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. Isolation of the small RNA fraction, generation of libraries, and subsequent deep sequencing was carried out by the Functional Genomics Library Construction Core at BC Cancer Agency Genome Sciences Centre, Vancouver, BC, Canada. The control and three day blastema samples were sequenced on the Illumina Genome Analyzer platform (Illumina, Inc., San Diego, CA, USA) to a depth of 17,878,944 and 21,685,056 reads, respectively, and analyzed with tools available in R/Bioconductor (PMID: 25633503). Reads were converted from Solexa format, adapter trimmed, and quality trimmed with ShortRead (1.26.0). Mapping to mirBase 21 was performed with Bowtie (1.1.2) allowing for up to two mismatches between the read and the template sequences. Rsamtools (1.18.2) was used to convert and sort reads into binary format and, subsequently, to enumerate reads for each known microRNA. Unmapped sequences occurring more than seven times in either sample were clustered by Levenshtein distance (number of insertions and mutations) and grouped into families based on a distance of four. To annotate each family, the most common sequence in each group was used to search for partial similarities to sequences in mirBase 21 with the Blast algorithm (NCBI Blast 2.2.31+). Sequences from this list were chosen for independent confirmation by qRT-PCR. Sequencing data have been deposited in the Gene Expression Omnibus repository under accession code GSE72057 and details of the bioinformatics analysis can be found at https://github.com/micahgearhart/amex-miR.

### 4.3. Quantitative Real-Time PCR

For each sample tissue samples were taken from 10 animals and pooled. RNA samples were extracted using standard Trizol techniques (Invitrogen, Grand Island, NY, USA). Genomic DNA was removed from RNA by treatment with DNase for 30 min at 37 °C. The DNase was inactivated by adding 25 mM EDTA and heating to 65 °C for 15 min. The miScript II RT kit from Qiagen (Hilden, Germany) was used for cDNA synthesis. The qRT-PCR was carried out using the Qiagen miSCript SYBR Green PCR kit. Qiagen designed primers compatible with the miScript kit were purchased to quantify conserved microRNAs and custom designed primers were made by Qiagen to amplify the corresponding putative novel axolotl microRNAs. All Qiagen kits were used according to the manufacturer’s protocols. Triplicates of qRT-PCR experiments were carried out.

### 4.4. In Situ Hybridization

Three days after injury, tissue samples were collected and fixed in freshly made 4% PFA with 0.01% glutaraldehyde (Sigma) in PBS for 3 h. After fixation, samples were washed three times in PBS for 5 min and in PBST three times for 5 min. Then, tissue samples were incubated for 10 min in 50:50 PBS:30% sucrose in PBS, and overnight in 30% sucrose in PBS, before embedding the samples in Tissue Tek (Sakura, Torrance, CA, USA). Frozen tissue samples were cut into 20-m thick longitudinal sections.

Tissue sections were hydrated in PBS for 5 min, treated with denaturation buffer (2% SDS and 100 mM DTT in PBS) for 20 min, and washed three times in PBST for 5 min. The slides were digested with 2 g/mL proteinase K in PBS for 5 min, and postfixed in 4% PFA for 10 min. Then, slides were washed three times with 0.1% Tween-20 in PBS for 5 min, treated with triethanolamine buffer for 10 min (100 mM triethanolamine and 0.25% acetic anhydride in water), and washed again three times with PBST for 5 min.

Before hybridization, slides were treated with hybridization solution (65% formamide, 5 SSC, 50 µg/mL heparin, 0.1% Tween-20, and 0.5 mg/mL tRNA) for 15 min at 70 °C. The probes were diluted in hybridization buffer (500 ng/mL) and denatured for 10 min at 75 °C. Dioxygenin-labeled probes against microRNAs of interest and control probes were purchased from Exiqon (Vedbaek, Denmark). Hybridization was carried out overnight at 50 °C. The next day, slides were incubated in five SSC pre-warmed to 70 °C for 5 min at room temperature, and in 0.2 SSC for 1 h at 70 °C. Then, slides were treated with Solution B1 (0.1 M Tris, pH 7.5, and 0.15 M NaCl in water) for 10 min, and then with blocking buffer [10% fetal calf serum (Sigma) and 0.05% Tween-20 in Solution B1] at room temperature for 1 h. Alkaline-phosphatase associated anti-digoxigenin antibody (Roche, Indianapolis, IN, USA) was diluted 1:2000 in blocking buffer, and slides were incubated in the antibody solution overnight at 4 °C. The next day, slides were washed three times with PBST for 10 min, once with PBST for 5 min, and three times with freshly prepared alkaline phosphatase (AP) buffer (100 mM Tris-HCl, pH 9.5, 50 mM MgCl_2_, 100 mM NaCl, and 0.1% Tween-20 in water) for 5 min. Finally, slides were incubated with AP substrate (0.5% NBT (Roche) and 0.375% BCIP (Roche) in AP buffer) in the dark until development of a blue/purple color. Slides were rinsed with PBST several times, and a drop of 0.5 M EDTA was added to the top of the slides to stop the reaction. Slides were mounted with 80% glycerol and imaged using a Olympus Microscope (Center Valley, PA, USA) at 10× or 20× magnification.

### 4.5. MicroRNA Inhibitor Injection

Inhibitor injections were carried out as previously described in Erickson and Echeverri 2015 [65]. Briefly microRNA inhibitors against putative novel microRNAs were custom synthesized by Qiagen. Control and *Amex*-miR-pn3918inhibitor were diluted to final concentration of 10 µm in PBS plus Fast Green. World Precision Instruments pressure injector was used to inject the solutions directly into the tissue directly before amputation and two days post amputation into the blastema.

### 4.6. Whole-Mount Staining

At 14 days after injury, tissue samples were collected by amputating the tail of anesthetized axolotls at the level of the hind limb. The tissue samples were fixed in freshly made 4% paraformaldehyde (PFA) (Sigma) in PBS for 1 h. To improve the antibody penetration of the tissue, samples were washed three times with 0.1% Tween-20 (Sigma) in PBS (PBST) for 5 min, digested with 20 mg/mL proteinase K in PBS for 30 min, and post fixed in 4% PFA for 10 min. The samples were washed with PBST three times for 5 min, and then washed three times with 0.2% Triton X-100 (Sigma) in PBS (PBSTX) for 10 min. To prevent non-specific binding of the antibodies, the samples were blocked in 10% goat serum (Sigma) in PBSTX for 1 h at room temperature. Mouse anti-b-III-tubulin primary antibody (Sigma) was diluted 1:1000 in blocking buffer, and samples were incubated in the antibody solution overnight at 4 °C. The next day, unbound antibody was eliminated by washing the tissue samples four times in PBST for 30 min. The secondary antibody (goat anti-mouse Alexa Fluor 568, Invitrogen) and DAPI were both diluted to a final concentration of 1:200 in blocking buffer, and the samples were incubated in the secondary antibody for 1 h at room temperature. To eliminate the unbound antibody, samples were washed four times in PBST for 30 min. Prior to imaging, samples were cleared with 1:2 benzyl alcohol:benzyl benzoate (BABB) (Sigma). Tissue samples were dehydrated by incubating in 50:50 PBS:methanol for 10 min and 100% methanol twice for 10 min. The samples were then incubated in BABB for 10 min, and mounted onto a cover slip using BABB as the mounting medium. Images were captured using an inverted Leica DMI 6000B Microscope (Wetzlar, Germany) at 10× magnification. All incubations and washes were carried out at room temperature unless indicated otherwise.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/09/22046/s1.

How the deposited data were processed for this re-analysis (not part of the article)

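Small RNA was sequenced from 2 pools of axolotl tail tissue, uninjured (control) and 3 days post injury (blastema), with 1 library per condition. The authors trimmed the adapters and low-quality ends of the reads with ShortRead, mapped the reads to mirBase 21 with Bowtie allowing 2 mismatches, and the deposited counts are the reads of each mirBase entry and of each sequence that did not map, without normalization. The authors also grouped the unmapped sequences into families at a Levenshtein distance of 4, and the deposited counts of a family were checked to be the sums over its member sequences. The authors' deposited log2 values were checked to be the log2 of normalized counts plus 0.5, and the deposited log2 fold change is their difference, blastema minus control. The normalization is not named in the paper's text. Of the 1000 largest normalized values, 69.5% in the control and 86.4% in the blastema equal the mean of both libraries at that rank, which quantile normalization gives apart from ties. For the 100 largest, a number chosen after the result for 1000 was seen, these were 100% and 96%. The normalization may thus be quantile normalization, but this was not established, and ties were not tested as the reason for the other values. These log2 fold changes are printed only as the authors' values.

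Counts of known entries were summed over the mirBase entries of each family label of the deposited table. The share of a microRNA is its count over the total of known plus unmapped counts of the library, 12613931 for the control and 9952885 for the blastema, with the Wilson 95% interval. The log2 ratio of blastema over control was computed on the shares with 0.5 read added to each count, and its interval is from the Poisson error of both counts. Where a count was 0, the fold is a lower bound against 3 counts in its place, which leaves out the counting error of the other count. The interval covers counting error only, since PCR copies are not independent molecules and tissue from several animals was pooled into 1 library. No test of the condition was made and no p-value is given. Numbers of known microRNAs and families at least 2-fold higher or lower are over those with at least 10 reads over both libraries.

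The alternatives for log2 ratios were 4 other scalings: the depth stated in the paper, the total of known reads, edgeR's TMM factors over known microRNAs and families, and the total without the muscle microRNAs miR-1, miR-133, miR-206, miR-208 and miR-499. The counts of changed microRNAs were also made with no minimum of reads, with at least 100 reads, with 5 reads added and at 4-fold. For the 4 microRNAs the text discusses, the entry with the most reads was used in place of the label. These choices, and the microRNAs named, were fixed before the data were examined. Named are each microRNA or family that the paper names in its text, Figure 1A or Figure 2A, known microRNAs with at least 5% of the reads of either library, the 3 with the largest log2 ratio in each direction among known microRNAs with at least 1000 reads, and the 3 in each direction among families with at least 100 reads. Any other name was chosen after its values were seen. Another 4 alternatives for the share of unmapped reads, and 1 for the A-to-C variants in the families with the largest fall, were chosen after seeing the data.

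Sequences were called adapter-like if they contain the last 15 bases of the Illumina small RNA 5′ adapter, TACAGTCCGACGATC. This sequence was taken from common knowledge of that kit, since the paper's text does not give its adapters. An A-to-C variant is an unmapped sequence that differs at 3 or more positions, each with A in the more abundant sequence and C in the variant, from an unmapped sequence with at least 1000 reads and at least 10 times its reads in the same library, at the same length or after shortening the more abundant one. The 10000 random lists for the muscle microRNAs drew, for each member, 1 of its neighbours in abundance, up to 25 on each side. The calculations were tested on simulated data. The intervals held the true ratio for 95.8% of the 6846 families simulated with independent reads. With each read counted 2 times they held it for 84.6%, and the intervals from counts divided by 2 for 96.3%. In simulated sequences, all 48 planted A-to-C variants were found with 0 other sequences called, and of 500 planted mixtures of a pair of sequences 396 were found, with 0 of 500 shuffled sequences.

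Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, Matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used. The qRT-PCR, in situ hybridization and inhibitor experiments were not analysed here, and no genome or mirBase sequences were used, so known microRNAs are given by name without sequence or position.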

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

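The tests in this part, and the limits by which they were judged, were chosen after the results they bear on were seen. Each result is a signal in sequences that the paper does not discuss, above its level in the control library.

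Adapter-like sequences had 171350 reads in the blastema library, which is 8.35% (95% interval 8.32 to 8.39) of its unmapped reads, against 410 reads or 0.0347% in the control. Of these blastema reads 167940 were in sequences that end with the 15 bases of the adapter. The sequences are members of 35 miR-pn families, and amex-miR-pn536, the largest family of the blastema library, is one of them. A candidate explanation is adapter left in the blastema library by its preparation or trimming. It does not account for the higher share of unmapped reads as a whole, since the log2 ratio of that share was still 1.04 without the adapter-like sequences. A biological explanation was not tested.

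The 3 miR-pn families with at least 100 reads and the largest rise were amex-miR-pn5883, amex-miR-pn6071 and amex-miR-pn3327. With 0.5 read added, their log2 ratios were 11.59, 10.81 and 10.71. The first had 0 control reads and 1212 blastema reads, a share at least 512-fold higher, or 256-fold with each count divided by 2, and the second had 0 and 708, at least 299-fold or 150-fold higher. The third had 6 and 8568. The scaling of the libraries is argued against as the cause, because the lowest log2 ratio of the 3 families under any of the scalings was 8.57. The 15 bases of the adapter are held without mismatch by 2 of the 3 families. With 1 mismatch allowed, which was chosen after the exact match gave 2 of 3, the most common sequences of all 3 (AAGTTCTACAGTCCGACGATCA, AGTTATACAGTCCGACGATC and CGTTCTCCAGTCCGACGATC) contain them, as do those of 58 of the 7785 families (0.745%). Adapter sequence in the blastema library is a candidate source of these families. It stays open, since the answer for pn3327 depends on the mismatch allowed and the families were picked by their rise. No biological explanation was tested for them.

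Among known microRNAs with at least 1000 reads, the largest rises were those of miR-2478 (28 control and 1558 blastema reads, log2 ratio 6.11), miR-1260 (78 and 2662, 5.43) and the label miR5072-NA (94 and 1714, 4.52). Each rests on 1 mirBase entry. Their rises exceed the median of the abundant known microRNAs by 4.03, 3.34 and 2.44. The lowest value of the 3 under the scalings tried was 2.39, which argues against the scaling of the libraries as the cause. Whether the reads are microRNAs of the axolotl or pieces of other small RNAs that match these entries could not be examined without their sequences. A change with injury stays open and was not tested, since there is 1 library per condition.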

How the results depend on the processing

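The log2 ratios of miR-1, miR-206, miR-21, pn2533, pn2611, pn1359 and pn3715 kept their direction under the 4 other scalings. The share of unmapped reads and let-7a did not, and pn3918 was within the counting error of 0 with TMM. A scaling adds the same value to each log2 ratio, so the order of the microRNAs is unchanged by it.

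Scaled to the depth the paper states, the log2 ratio was 0.52 for the share of unmapped reads, -0.11 for let-7a, -2.66 for miR-206, 3.87 for miR-21, -2.93 for miR-1, 4.00 for pn2533 and 1.41 for pn3918. let-7 also changed direction, at -0.0387, while miR-128, at -0.0411 (-0.10 to 0.02), was within the counting error of 0. Scaled to known reads only, it was 1.33 for the share of unmapped reads, 0.70 for let-7a, -1.85 for miR-206, 4.69 for miR-21, -2.12 for miR-1 and 2.22 for pn3918.

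With edgeR's TMM, the share of unmapped reads was at -1.0 and let-7a at -1.63, both reversed, as were let-7 (-1.56), let-7f (-0.93), miR-140 (-0.42), miR-199a (-0.69) and miR-128 (-1.56). pn3918 was at -0.10 (-0.27 to 0.06), an interval that includes 0. TMM gave -4.18 for miR-206, 2.36 for miR-21, -4.45 for miR-1, 2.48 for pn2533, 2.70 for pn2611 and -5.17 for pn3715. The median over the known microRNAs with at least 10 reads was 2.26 with the total of reads and 0.12 with TMM. Why the TMM factors lie so far from the totals was not tested.

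Without the muscle microRNAs in the total, the share of unmapped reads was at -0.26 and let-7a at -0.88, and let-7 (-0.81), let-7f (-0.19) and miR-128 (-0.81) were reversed. miR-206 was at -3.43, miR-21 at 3.10, miR-1 at -3.71, pn2533 at 3.22, pn3918 at 0.64, pn2611 at 3.44 and pn3715 at -4.43. The entry with the most reads gave 0.42 for let-7a, -1.96 for miR-206, 5.60 for miR-21 and -2.32 for miR-1.

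For the share of unmapped reads, 4 alternatives were chosen after seeing the data. The log2 ratio was 1.04 without adapter-like sequences, 1.45 without A-to-C variants and 1.71 without families with a partial homology. It was 0.0767 when muscle microRNAs and families with a muscle homology were both left out. Also after seeing the data, any more abundant sequence was allowed as the origin of an A-to-C variant, in place of one with at least 10 times the reads. This raised the percent of control reads in A-to-C variants from 4.60% to 84.8% for pn4944 and from 25.6% to 95.6% for pn3066.

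Of the known microRNAs, 2605 were at least 2-fold higher and 57 at least 2-fold lower in the blastema. The lower ones numbered 90 with the depth the paper states, 33 with 5 reads added and 17 at 4-fold. There were 103 with no minimum of reads beyond the 6 that each listed entry had. There were 834 higher and 558 lower with TMM, 1442 and 236 without muscle microRNAs, and 444 and 18 with at least 100 reads. Of the miR-pn families, 2677 were higher and 1771 lower with TMM, and 1859 and 704 with at least 100 reads, where fewer were counted. Higher outnumbered lower under each of these settings. The 9277 known entries became 5309 by name without species prefix and 4416 by number and letter.

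Of 80 values for 20 other microRNAs and families named here, 45 moved beyond their counting error without a change of sign, 10 changed sign (miR-128 with the depth the paper states among them) and 25 did neither. The depth limits pn2611 and pn3715, with 10 control and 8 blastema reads, and pn1359 with 0 blastema reads. With 1 library per condition, no library was left out and no test of the condition was made.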

Differences from the paper's values

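No value of the paper that was set beside the deposited counts was more than 1.5 times larger or smaller with the main processing. The paper's number of conserved microRNA families, 4564, is 1 more than the 4563 family labels of known entries, and equals the number of distinct labels when the label of the unmapped sequences is included.

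The paper states that let-7a rose in the blastema. Its share of reads rose, with a log2 ratio of 0.51, but this ratio was -0.11 with the paper's depth, -0.88 without the muscle microRNAs and -1.63 with TMM, and in the authors' deposited table the log2 fold change is below 0 for 37 of its 40 entries. The paper states that sequences without a match to known microRNAs held more of the blastema reads. Their log2 ratio was 1.14, and it was -0.26 without the muscle microRNAs and -1.0 with TMM. It was 0.0767 when families with a muscle homology were left out as well, a choice made after seeing the data. For Amex-miR-pn3918, which the paper describes as enriched, the log2 ratio was 2.03, and with TMM it was -0.10, within the counting error of 0. The paper also reports rises of let-7a and pn3918 by qRT-PCR (Figure 1B and Figure 3A). By in situ hybridization it reports pn3918 staining distal to the amputation and none proximal to it. Those experiments do not depend on the scaling of the reads and were not analysed here.

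The paper expects and reports very low levels of miR-1 and miR-206 in the blastema. Counted by single family labels, miR-1 held 7.64% of the blastema reads, rank 2 of the known microRNAs, and miR-206 held 3.42%, rank 8. The legend of Figure 1A gives a minimum of 5% of all reads for the microRNAs shown by name. let-7, let-7a and miR-1a were under it in both libraries, at no more than 4.26%, 4.36% and 4.99975%, and were above it as shares of known reads only, at 5.36% and 5.49% in the blastema and 5.52% in the control.

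Figure 2A lists its families as absent from other species, while the table of families gives a partial homology for pn1359 (miR-103 and miR-107) and pn3715 (miR-30). The methods set a minimum of reads in either sample for the sequences that were grouped into families. In the deposited table the minimum of 8 reads is met by the sum over both libraries, and 4859 of the 41233 member sequences have no more than 7 reads in either. The results give a read length of 20 to 22 nucleotides, and 9554 unmapped sequences have 23.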

Other observations

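The tests in this part were chosen after the results were seen, except the comparison of A and C between families lower and higher in the blastema. The limits by which the tests were judged were also set after values had been seen.

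Leaving the muscle microRNAs out of the total changed the log2 ratio of let-7a to -0.88, and leaving out muscle microRNAs and families with a muscle homology changed that of the share of unmapped reads from 1.14 to 0.0767. The change of total adds -1.39 to every log2 ratio, so these values follow largely from the fall of the muscle microRNAs and do not test whether it is the reason for either rise, which stays open. The median log2 ratio of the 16 labels of the muscle microRNAs was -1.88, and 0% of the 10000 random lists matched on abundance were as low. The 16 labels are forms of miR-1, miR-133, miR-206, miR-208 and miR-499 and can share reads. The labels of a random list were drawn independently, so the lists can vary too little, and the 0% is no measure of significance. Less muscle in the tissue taken and lower levels in the same cells cannot be separated with these data, and neither was tested.

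The control library holds many sequences that differ from an abundant one only by several A-to-C changes. These A-to-C variants were 2797 sequences with 249054 reads, or 21.0% of the unmapped control reads. In the blastema library they were 347 sequences with 1410 reads, or 0.0687%. Among the other 10 kinds of change, leaving out C-to-A (153678 reads), which can be the same relation read in the other direction, the next in the control was G-to-A with 13890 reads. By reads they come mainly from miR-1-like and miR-206-like sequences: amex-miR-pn515, with a partial homology to miR-1, is the more abundant sequence for 77.5% of the variant reads of the control, and families with a muscle homology are for 92.4%. A variant of one microRNA only is argued against as the whole explanation. The more abundant sequences belong to 26 families with 5 or more such variants, of which 19 have no listed muscle homology. Some of the 19 can still be miR-1-like in part, such as pn5309. Its most common sequence GGGGTGGAAGGTTGTATGGAT matches a miR-1-like or a let-7-like sequence at each position. Others of the 19 have a partial homology to miR-199a, miR-140, let-7 and miR-203. The variants of families without a listed muscle homology had 18998 control reads and 474 blastema reads. Whether the variants of the muscle microRNAs are variants of these microRNAs in the animals pooled stays open. Base miscalling in the control library is a candidate explanation. Of the control variants, 2425 had no read in the blastema library.

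The same kind of change is found in miR-pn families that were lower in the blastema. Of 920 families at least 2-fold lower with 3 or more distinct sequences, 15.4% became 1 sequence once A and C were merged, against 0.325% of 1846 families at least 2-fold higher, and no other pair of letters reached 1% in either group. The 3 families with the largest fall were pn4944 with 5302 control reads and 0 blastema reads, pn5156 with 4102 and 0, and pn3066 with 19644 and 2. The shares of pn4944 and pn5156 were at least 1394-fold and 1079-fold lower, or 697-fold and 539-fold with each count divided by 2. For pn3066 the log2 ratio was -12.60 (-14.39 to -10.81, or -15.13 to -10.07 with each count divided by 2). A-to-C variants made up 4.60%, 97.3% and 25.6% of the control reads of the 3 families. With any more abundant sequence allowed as the origin, in place of one with at least 10 times the reads, they made up 84.8%, 97.3% and 95.6%, while no other kind of change apart from C-to-A reached more than 14.3%, 3.80% and 4.67%. This allowance was chosen after the values were seen.

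The families pn1359 and pn3715 of Figure 2A may have this source. Once A and C were merged, 1 distinct sequence was left of the 5 of pn1359 and 1 of the 4 of pn3715, while merging any other pair of letters left 5 and 4, so that base miscalling in the control library is consistent with both. Known microRNAs to which they have a partial homology, chosen after their values were seen, were higher in the blastema: miR-103 had 12953 control and 50170 blastema reads, miR-107 had 5411 and 27553, and miR-30a had 8508 and 24354. Their log2 ratios were 2.30, 2.69 and 1.86, and with TMM they were 0.16, 0.55 and -0.28. miR-30e, also listed for pn3715, had 17219 and 34328 reads and a smaller log2 ratio of 1.34. A family label does not give the strand of a microRNA, so these reads need not be of the strand that pn1359 or pn3715 resembles. A real difference between the tissues stays open and was not tested.

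All counts of unmapped sequences are even. If each read had been counted 2 times, totals of a known microRNA over its entries would also be mostly even. Of the family labels with 21 to 100 reads over both libraries, 83.4% had an even total in the control and 76.7% in the blastema, against 66.2% and 62.9% of the counts of single entries. For labels with 101 to 1000 reads these were 73.4% and 65.8%. For labels with more than 1000 reads they were 58.4% and 46.7%, and 62.5% and 61.6% when labels of the same number, such as miR-30a and miR-30b, were joined. The total of known reads is an odd number in both libraries, 11430713 and 7901935. The less abundant labels thus go with each read counted 2 times and the abundant ones do not, and it stays open, since how reads that match several labels were counted is not known.

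Some abundant unmapped sequences match a miR-1-like sequence or a let-7-like sequence at each position and switch between them, such as GGGGTGGAAGGTTGTATGGAT with 14230 control and 2216 blastema reads. Among control sequences of at least 20 reads, 320 of 5331 were of this kind, with 4 or more switches. With the let-7-like sequences shuffled 1000 times, the median was 7 and the largest number was 181. In the blastema library there were 125 of 7663, and the largest number for shuffled sequences was 56. A mixed signal from 2 molecules read as one is a candidate explanation, and no biological one was tested.

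Of the microRNAs that the paper's introduction names from other regeneration studies, miR-203 had 10885 control and 88095 blastema reads (log2 ratio 3.36), miR-196 had 162 and 1267 (3.31) and miR-128 had 4193 and 4943 (0.58). Labels of the same number with a letter were not joined to these, such as miR-196d with 1865 and 22425 (3.93). The lowest values of miR-203 and miR-196 under the scalings tried were 1.22 and 1.17, while that of miR-128 was -1.56.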
